A study of Vitis vinifera with 6 samples.

How the data were processed

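Transcripts were measured in fully expanded leaves of the grapevine cultivar Syrah, with total RNA labelled with 1 dye (Cy3) and 1 Agilent array per plant sample. Per the labels, 3 samples came from control plants and 3 from plants overexpressing CARPO, a transcription factor of the plant NAC family. Groups and replicate numbers were taken from the sample titles.

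Each scanner file held 34369 probes other than controls, with 1 spot per probe. Of these, 29798 carried a locus name starting VIT, 4392 a name starting XLOC and 179 another name. Per the file headers, spot intensity was extracted with Agilent Feature Extraction 10.5.1.1, which removed background and spatial trend within each array and applied no scaling between arrays. Per the file headers, the same files also gave the median intensity of each spot and of its local background, and 0 or 1 marks for spots well above background, saturated spots and outlier spots. A processed table of intensity values on a linear scale was deposited for 23065 probes. How that table was made is stated neither in the labels nor in the table, so each of its columns was set against the scanner file of the same sample.

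For the main results, log2 of the processed signal was taken for each spot and the log2 of the array's 75th percentile was subtracted. Control spots were left out. Spots marked as outliers by Feature Extraction were treated as missing, and at least 2 usable spots per group were needed. A probe was tested when it was well above background on every array of at least 1 group, marked spots aside, which left 23752 probes. The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with no covariate, and a probe passed at a Benjamini-Hochberg adjusted p under 0.05. A probe well above background on every array of one group and on none of the other has only a bound in the dim group. Its fold was computed as the mean of the bright group over the mean, per array, of the higher of the probe's own signal and the lowest signal among probes well above background, and is given as "at least".

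The probes to be named were fixed before the data were examined: the CARPO probe, then the largest differences in each direction among probes past the threshold, well above background on all 6 arrays, with no overlap between groups, then the largest bounds of probes seen in 1 group only. Because the files do not pair locus names with gene names, only 2 loci per direction from the first list are printed, and the others are summarised. None of the locus names (0) was found in the reference gene table used here, so the 6 planned gene sets, whose members were to be found by keywords in gene names, were not run. No genomic position is given, since no coordinates were used here. The CARPO probe was identified by the locus VIT_08s0007g07670, which comes from knowledge of the study outside the labels and files.

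Scans were told apart by the recorded scan: control replicate 1 and labelled overexpression replicate 1 were in scan 1, control replicates 2 and 3 and labelled overexpression replicate 2 in scan 2, and labelled overexpression replicate 3 alone in scan 3. The slide record was less certain. A single slide barcode was recorded for 5 arrays over 2 scans, and position 1 on it was recorded for both control replicate 1 and labelled overexpression replicate 2. Labelled overexpression replicate 3 had another barcode. Scan was therefore used as the technical batch, and slide as recorded was an alternative.

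The alternatives were normexp background correction (offset 50), quantile normalization, scaling on the median, a 75th percentile over probes seen on all arrays, no filter on dim probes, a filter on all 6 arrays, a trended and robust variance, array weights, the deposited processed table, the replicate number, slide or scan as a block, and leaving out each array in turn. Normexp had been planned on mean spot signals; the scanner files used here carry the median spot signal, which was used in its place. After the data were seen, 3 alternatives were added: the processed table without its column of labelled overexpression replicate 3, the scanner values at the probes of that table, and outlier spots kept.

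The fit was tested on simulated data for this comparison with the 23752 probes, their fitted means and their fitted spread, and 200 probes changed by known amounts, over 5 runs. Of the changed probes, 1.2% were recovered at a log2 difference of 1, 36.4% at 2, 78.4% at 3 and 92.8% at 4. Among unchanged probes, 4.94% had an unadjusted p under 0.05, and a run gave 109.4 calls on average, of which 5 were false. The simulated noise was normal, independent between probes and equal in spread on every array, so that the share of 4.94% follows from the setting. The real arrays differed, with array weights from 0.175 (labelled overexpression replicate 3) to 5.25 (control replicate 2). The simulated shares therefore test the fit and do not give the error rates of the real data. The number of arrays limits the precision of each value. Exact permutation of 3 arrays against 3 cannot give a two-sided p below 0.1.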

Results

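Transcript levels were compared between fully expanded leaves of transgenic and control grapevine (Vitis vinifera) of the red cultivar Syrah, with 3 arrays per group. The comparison asked which leaf transcripts change when CARPO, a NAC transcription factor that the series title links to organ maturation and ripening, is overexpressed. The 75th percentile of spot intensity was 911, 818 and 1036 in control replicates 1, 2 and 3. In the arrays labelled overexpression it was 668, 1234 and 924. Between 68.4% and 74.5% of probes were well above background on an array, the lowest share being that of labelled overexpression replicate 3. No spot was saturated (0 on each array). Outlier spots numbered 607, 15 and 20 on the control arrays and 307, 22 and 2103 on the arrays labelled overexpression, the last being 6.12% of that array's probes.

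The probe of the locus taken as CARPO, VIT_08s0007g07670, was examined first, since it bears on the labels. Its intensity was 12.4, 50.4 and 25.3 in control replicates 1, 2 and 3, and 10.1, 15.1 and 271 in the arrays labelled overexpression. It was not well above background in control replicate 1. On the log2 scale relative to each array's 75th percentile, the mean of VIT_08s0007g07670 was -5.19 ± 1.10 (SD, n = 3) in controls and -4.72 ± 2.56 (SD, n = 3) in the arrays labelled overexpression. The difference of 0.47 (SE 1.31, limma adjusted p 0.892) was smaller than the spread between replicates, and an exact two-sided permutation test gave p = 0.9, where 0.1 is the smallest possible. Labelled overexpression replicate 3 was 10.7-fold above the control mean. The mean of labelled overexpression replicates 1 and 2 lay below it, by a log2 difference of -1.0. Within scans, labelled overexpression minus control was 0.16 in scan 1 (1 array each) and -1.66 in scan 2 (1 array against 2), and scan 3 held no control. With array weights the difference became -1.14. The probe was thus not raised in labelled overexpression replicates 1 and 2, and does not bear out their label. A fall is not shown either, since replicate 1 (-6.04) lay within the control range of -6.20 to -4.02. For this reason "labelled overexpression" is used for the arrays throughout, and every direction given here is that of the label. Whether the probe lies within the sequence of the transgene is not known here.

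The arrays were then compared with each other across the 18929 probes that were well above background, with no outlier spot, on all 6 arrays. These are correlations across probes, which are not independent replicates. Pairs of control arrays had Pearson's r of 0.962 to 0.974. Labelled overexpression replicates 1 and 2 had an r of 0.942 with each other and of 0.883 to 0.957 with the controls. Labelled overexpression replicate 3 had an r of 0.810 to 0.854 with the other 5 arrays, below that of every pair without it. The first principal component held 52.5% of the variance and placed that array at 135, with the other arrays between -57.4 and 20.3. The second held 25.7% and placed labelled overexpression replicates 1 and 2 at -83.0 and -35.3. On it the controls lay between 16.2 and 48.7, and labelled overexpression replicate 3 lay among them at 36.0.

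**Figure D1:**
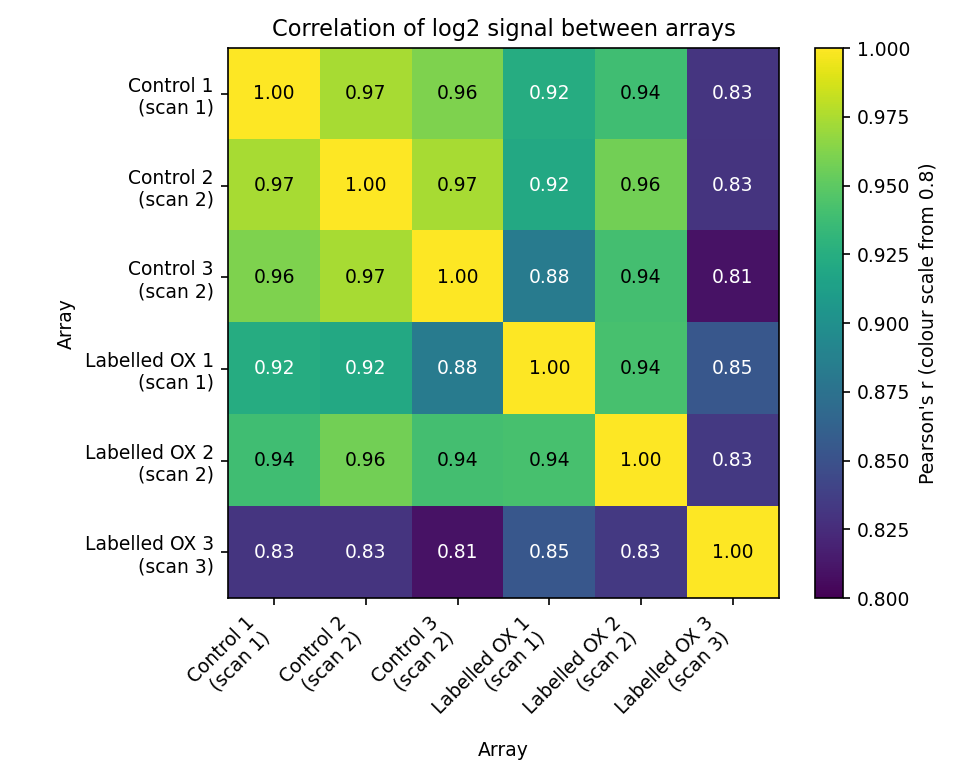
Pearson's r of log2 signal across 18929 probes for each pair of the 6 arrays, with the scan of each array in brackets and a colour scale starting at 0.8 ("Labelled OX" stands for labelled overexpression). Labelled overexpression replicate 3 had the lowest values, from 0.810 to 0.854, while pairs of control arrays lay between 0.962 and 0.974.

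The deposited processed table was set against the scanner files for its 23065 probes. In 5 of its 6 columns, between 99.8% and 99.9% of probes were within 0.1% of 1 multiple of the scanner signal of the same sample, and in each such column the multiple brought the 75th percentile of all probes on the scanner array to between 936.058 and 936.229. In the column of labelled overexpression replicate 3, 0.165% of probes were within 0.1% of 1 multiple of its own scanner signal, with a log2 correlation of 0.855 across probes. That column lay between those of labelled overexpression replicates 1 and 2 at 100% of probes, while each control column lay between those of the other 2 controls at 24.8% to 43.9% of probes. It was within 0.1% of the mean of the unscaled scanner signals of labelled overexpression replicates 1 and 2, scaled by the mean of their 75th percentiles, at 99.9653% of probes with no fitted number. The values of the column at those probes thus followed from the signals of replicates 1 and 2, and the scanner file of labelled overexpression replicate 3 was used for the main comparison.

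**Figure D2:**
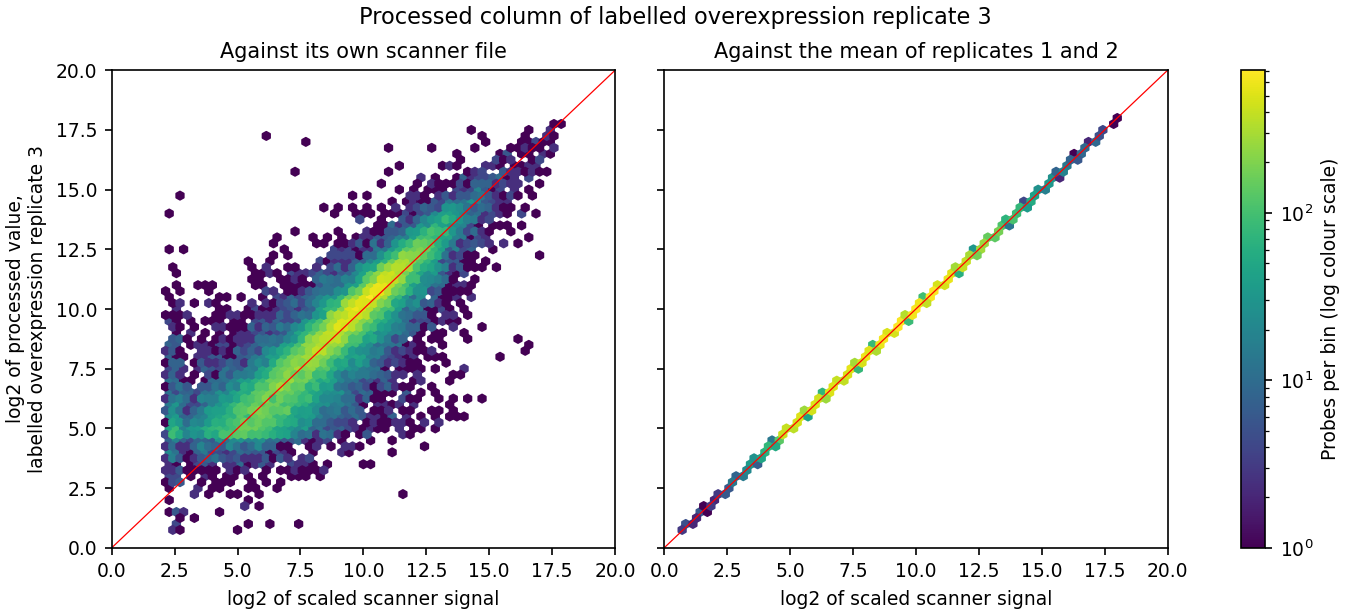
Processed values of labelled overexpression replicate 3 (log2, vertical axis) against the scaled scanner signal (log2, horizontal axis) of its own array on the left, and of the mean of labelled overexpression replicates 1 and 2 on the right, for 23065 probes. Colour gives probes per bin on a log scale and the red line marks equality; the left panel has a correlation of 0.855, while 99.9653% of probes on the right are within 0.1% of equality.

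Of 23752 probes tested with limma, 19 passed the adjusted p threshold, 4 higher and 15 lower in the arrays labelled overexpression. All 19 had a fitted difference of at least 2-fold, and the smallest adjusted p was 0.0213. At an unadjusted p under 0.05 there were 3577 probes (15.1%), where 1188 would be expected with no difference. The median log2 difference over all probes tested was 0.0038. Among 21507 probes with 6 usable spots, the groups did not overlap at 5198 (24.2%), where 10% is the average over the 10 splits of 3 against 3. Probes vary together, so that a single split can lie far from either expected value without an effect of the label. At an unadjusted p under 0.05, the other splits gave 277 to 2404 probes, and their shares without overlap are not given here. The processed table moved the count most, to 3114 probes, and the same table without its column of labelled overexpression replicate 3 gave 94. Leaving out any control array, or labelled overexpression replicate 1, gave 0 probes past the threshold (2087 to 2950 at an unadjusted p under 0.05), while leaving out labelled overexpression replicate 2 gave 116 and replicate 3 gave 101. With scan as a block 45 probes passed. Under median scaling 5 were higher and 10 lower. The groups did not overlap at any of the 19 probes, which fixes the direction of their differences within scan 1 and scan 2, and scan 3 held a single array.

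Of the 19 probes, 9 were well above background on all 6 arrays, 3 of them higher (log2 differences of 2.85 to 5.35) and 6 lower (-4.43 to -2.55). Another 4 were well above background on every array of 1 group and on none of the other (1 higher, 3 lower), with differences of at least 4.84-fold to at least 12.3-fold. The remaining 6 were well above background on only some arrays of a group. The files do not pair locus names with gene names, so loci are given by name alone. The probe of VIT_00s0214g00130 had a log2 level of -3.50 ± 0.20 (SD, n = 3) in controls and 1.85 ± 0.15 (SD, n = 2) in the arrays labelled overexpression, a limma difference of 5.35 (SE 0.26, adjusted p 0.0213). Its spot on labelled overexpression replicate 3 was an outlier spot and was not used, and its value there was 2.14. The probe of VIT_08s0056g00220 rose from -4.34 ± 0.20 to -0.44 ± 0.30 (SD, n = 3 each), a limma difference of 3.90 (SE 0.25, adjusted p 0.0213). The probe of VIT_18s0001g13380 went from 2.47 ± 0.20 in controls to -1.96 ± 0.26 (SD, n = 3 each), a limma difference of -4.43 (SE 0.24, adjusted p 0.0213). The probe of VIT_05s0051g00700 went from 2.98 ± 0.26 to -1.10 ± 0.52 (SD, n = 3 each), a limma difference of -4.08 (SE 0.33, adjusted p 0.0252). In scan 1 and scan 2 in turn, the differences were 5.13 and 5.51 for VIT_00s0214g00130, 4.07 and 3.95 for VIT_08s0056g00220, -4.48 and -4.16 for VIT_18s0001g13380, and -3.90 and -3.84 for VIT_05s0051g00700. All 4 fell short of the threshold when any control array was left out.

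**Figure D3:**
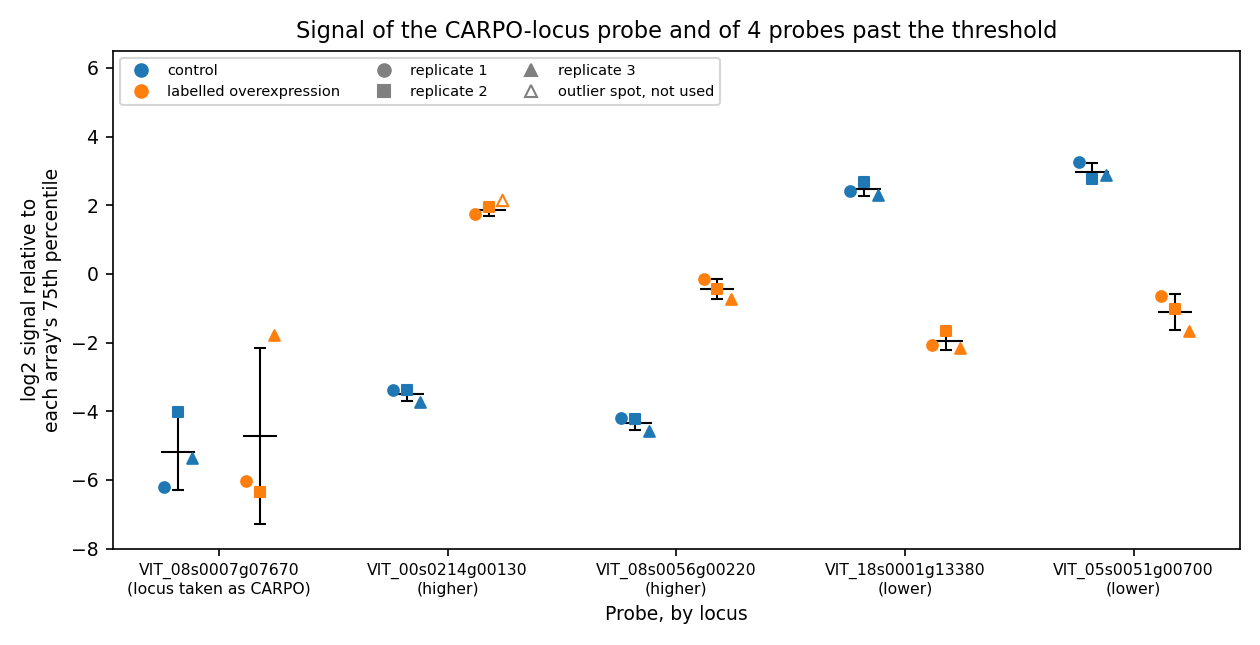
Log2 signal relative to each array's 75th percentile (vertical axis) of the probe of the locus taken as CARPO and of 4 probes past the threshold (horizontal axis), with control arrays in blue, arrays labelled overexpression in orange and 1 marker shape per replicate. Horizontal bars are group means with SD, the open marker is an outlier spot that was not used, and the CARPO-locus probe is high in labelled overexpression replicate 3 alone (-1.77, against -6.35 to -4.02 on the other arrays).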

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

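The processed table without its column of labelled overexpression replicate 3, the scanner values at the probes of that table, and outlier spots kept were alternatives chosen after seeing the data. The 19 probes past the threshold kept their direction wherever tested, but their groups do not overlap, so that leaving out an array could not have reversed them. The number passing changed. Fits are by limma, and counts are given as changed, higher and lower.

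Counts stayed within 1.5 times of 19 with the 75th percentile over probes seen on all arrays (19), median scaling (15), trended and robust variance (20), the scanner values at the table's probes (22) and outlier spots kept (18). Quantile normalization gave 13 (4 higher, 9 lower), 10 of them among the 19; the cause was not tested. Median scaling gave 5 higher and 10 lower against 4 and 15. Normexp gave 0, 0 and 0 (1536 at an unadjusted p under 0.05), and moved the median log2 difference of all probes to 0.13; the cause was not tested. Without a filter on dim probes the counts were 0, 0 and 0 (3404 unadjusted) over 34161 probes tested instead of 23752, with a median log2 difference of all probes of 0.12. The filter on all 6 arrays gave 7, 3 and 4, and only 9 of the 19 were among the probes it tested. Array weights gave 228, 49 and 179, with the smallest weight, 0.175, on labelled overexpression replicate 3; whether that weight is the cause was not tested. Slide as a block gave 69, 17 and 52, and scan as a block 45, 11 and 34, of which 15 were among the 19; both give labelled overexpression replicate 3 a term of its own, so that it adds nothing to the difference. In each of these settings every changed probe differed at least 2-fold.

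The processed table gave 3114, 1298 and 1816, of which 1913 changed at least 2-fold, and without its column of labelled overexpression replicate 3 it gave 94, 29 and 65 (94 at least 2-fold). Both held all 19 probes.

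Leaving out 1 array gave 0 to 116 changed probes (also at least 2-fold), 0 to 37 higher and 0 to 88 lower. Without control replicate 1, 2 or 3, or labelled overexpression replicate 1, the count was 0 each time, with 2569, 2378, 2087 and 2950 at an unadjusted p under 0.05. It was 116 (28 higher, 88 lower) without labelled overexpression replicate 2 and 101 (37 higher, 64 lower) without replicate 3. Each such fit has fewer arrays, and the cause of the higher counts was not tested.

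The replicate number as a block gave 0, 0 and 0 changed probes (3096 unadjusted), with fewer residual degrees of freedom by construction. Same-numbered arrays had correlations of deviations of 0.221, 0.0229 and -0.0234 across probes, within the range of pairs with different numbers (-0.297 to 0.275). The arrays of number 1 also shared scan 1, and those of number 2 shared scan 2. These values therefore cannot decide whether same-numbered samples share more than a number.

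The CARPO probe's difference of 0.47 reversed with array weights (-1.14), slide as a block (-1.0) and scan as a block (-0.88), and ran from -1.0 to 1.29 when 1 array was left out, being -0.03 without control replicate 1 and -1.0 without labelled overexpression replicate 3. Adjusted p was 0.458 to 0.997 in all of these and the other alternatives. The probe had no value in the processed table or under the filter on all 6 arrays. With the replicate block it was 0.47. The 4 named probes never reversed. They fell short of the threshold under normexp, without a filter, with the replicate block, without any control replicate and, where tested, without labelled overexpression replicate 1. The 6 gene sets and their alternatives were not run. Dim probes limit what can be read: 68.4% to 74.5% of probes were well above background on an array.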

Other observations

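The tests of the processed column, of the count it gives, of the CARPO probe and of the scan were chosen only after the result was seen. For labelled overexpression replicate 3, the tests of a control leaf under the wrong label and of unrelated leaf material were also chosen after values were seen.

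Chance cannot be excluded for the count of changed probes. Of the 10 splits of the 6 arrays into 3 against 3, 2 gave as many probes past the threshold, the real one included, and with 10 splits a share under 0.1 cannot be reached. The other such split set the 3 arrays of scan 2 against the rest and gave 102 probes (2404 at an unadjusted p under 0.05), none of them (0) among the 19. Each side of that split held arrays of both labels, which lie far apart at the 19. Those probes could thus hardly pass there, and the 0 does not show that they are free of scan. The remaining splits gave 0. With scan as a block 45 probes passed, 15 of them among the 19. The scan may thus part these arrays at as many probes past the threshold as the label does, by the value of 102. At an unadjusted p under 0.05 the label gave more probes, 3577 against 2404.

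Labelled overexpression replicate 3 differed from the other 5 arrays. Among the 4733 brightest probes its highest correlation was 0.708, below the lowest of the other pairs, 0.726, by a small margin (medians 0.671 and 0.863), which argues against weak dim spots. With outlier spots left out its highest correlation was 0.854 against 0.883, and with them kept 0.868 against 0.899, which argues against outlier spots. After quantile normalization it was 0.852 against 0.883, which argues against a curved response. Its highest correlation with a control array was 0.831, where pairs of controls had 0.962 to 0.974, which argues against a control leaf under the wrong label as the whole cause. Such a leaf that also differed by its own slide and scan stays open. At 838 probes that parted labelled overexpression replicates 1 and 2 from the controls, the array was nearer to those arrays at 60.5%. Tested alike, labelled overexpression replicate 1 was nearer to its own group at 68.5% and replicate 2 at 32.6% (controls 82.7% to 91.5%). The test thus separates poorly, and replicate 2 was nearer to the controls at most of its probes. Leaf material unrelated to the contrast was tested at the probes past the threshold without labelled overexpression replicate 3. Of the 97 with a usable spot on it, 89.7% lay on the same side of the control mean and 64.9% nearer to labelled overexpression replicates 1 and 2. In 100 simulations of an array with its spread and no tie to the contrast, set against the same controls, these shares were 50% to 75% and 16.3% to 36.9%. For the share on the same side, the excess lay in the 61 probes that were lower (95.1% against at most 69.8%). For the 36 that were higher, that share, 80.6%, was within the simulated 62.2% to 92.5%. The share nearer to labelled overexpression replicates 1 and 2 was not split by direction. The same-side values argue against unrelated material at the lower probes. Unrelated material stays open because the higher probes do not separate on that share and the simulation treats probes as independent. Its own slide and scan stay open, with 1 array on them, and cannot be told apart from its leaf. No other array had the probe of VIT_08s0007g07670 raised, while labelled overexpression replicate 3 had it 10.7-fold above the control mean. A biological difference between transgenic lines was not tested and stays open.

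The processed column of labelled overexpression replicate 3 equalled, within 0.1% at 99.9653% of probes, the mean of the unscaled signals of labelled overexpression replicates 1 and 2 scaled by the mean of their 75th percentiles. A first form of this test, which scaled the averaged signal on its own 75th percentile, missed by a constant 1.63% and was replaced after that result. Fitted weights of 0.351131 and 0.648868 compare with 0.35117 and 0.64883 from the percentiles. The multiples of the other columns bring the 75th percentile of all probes on the scanner array to 936.2. That value equals the mean of the other 5 arrays' percentiles and 950.873, the mean of the percentiles of labelled overexpression replicates 1 and 2. The percentiles of the 6 scanner files have a mean of 931.6. Among 57 other combinations of a column and a pair, the highest share within 0.1% was 0.577%. The files do not state how the column came about, and no biological explanation was tested.

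The column may account for most of the calls of the processed table, by the count of 94 without it against 3114 with it. A mean of 2 arrays lies between them and so narrows the spread of its group by construction. In scanner data at the probes tested between the real groups, with outlier spots kept, adding such a column raised the count from 55 to 3044 for labelled overexpression replicates 1 and 2. For the 9 other pairs of the 5 arrays it rose from 0 to 891 for control replicate 1 with labelled overexpression replicate 1, the pair of scan 1, from 0 to 1 for another 2 pairs, and stayed at 0 for 6.

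The probe of VIT_08s0007g07670 was not raised in labelled overexpression replicates 1 and 2. A probe that does not respond stays open, since the 10.7-fold signal over the control mean rests on labelled overexpression replicate 3 alone. With each pair of the 5 arrays set against the other 3 and filtered on its own groups, labelled overexpression replicates 1 and 2 gave 101 probes past the threshold, against 41 for the pair of scan 1, 1 for another pair and 0 for the remaining pairs. This goes against control leaves under the overexpression label, but with 10 pairs, 2 others of which also gave calls, it does not exclude them. The count takes both arrays jointly. Labelled overexpression replicate 2 had an r of 0.957 with control replicate 2, above its r of 0.942 with labelled overexpression replicate 1. Its r with control replicates 1 and 3 was 0.939 and 0.940. Leaves of other plants, unlike the controls and without raised CARPO, stay open as well, with no such plants measured. At least 4-fold differences parted both arrays from all 3 controls at 197 probes, against a median of 12 and a highest value of 146 (the pair of scan 1) over the 9 other pairs. A transgene whose transcript lacks the probe's sequence was not tested.

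Probes seen in 1 group and not in the other numbered 147, of which 87 were seen on all arrays labelled overexpression and 60 on all control arrays. Of the 10 splits, 2 gave as many, the real one included, and the other was the scan split with 267, so chance cannot be excluded; the 9 other splits had a median of 48.

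Loci next to each other in name order changed together. Among the 500 loci of smallest p, 29 adjacent pairs changed the same way, against a median of 6 in 10000 random sets (permutation p 1e-04, the smallest they can give). The other 9 splits of the arrays gave 13 to 42 such pairs, and 5 of the 10 splits gave as many, the real one included. Neighbouring loci may vary together in any comparison of these arrays, by that value of 5, and the count is not particular to the label. Shared sequence between neighbouring probes was not tested.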
